# Aldose reductase inhibition decelerates optic nerve degeneration by alleviating retinal microglia activation

**DOI:** 10.1038/s41598-023-32702-5

**Published:** 2023-04-05

**Authors:** Mishal Rao, Yu-Kai Huang, Chia-Chun Liu, Chandler Meadows, Hui-Chun Cheng, Mengli Zhou, Yu-Chih Chen, Xin Xia, Jeffrey L. Goldberg, Andrew M. Williams, Takaaki Kuwajima, Kun-Che Chang

**Keywords:** Neuroscience, Diseases

## Abstract

As part of the central nervous system (CNS), retinal ganglion cells (RGCs) and their axons are the only neurons in the retina that transmit visual signals from the eye to the brain via the optic nerve (ON). Unfortunately, they do not regenerate upon injury in mammals. In ON trauma, retinal microglia (RMG) become activated, inducing inflammatory responses and resulting in axon degeneration and RGC loss. Since aldose reductase (AR) is an inflammatory response mediator highly expressed in RMG, we investigated if pharmacological inhibition of AR can attenuate ocular inflammation and thereby promote RGC survival and axon regeneration after ON crush (ONC). In vitro, we discovered that Sorbinil, an AR inhibitor, attenuates BV2 microglia activation and migration in the lipopolysaccharide (LPS) and monocyte chemoattractant protein-1 (MCP-1) treatments. In vivo, Sorbinil suppressed ONC-induced Iba1 + microglia/macrophage infiltration in the retina and ON and promoted RGC survival. Moreover, Sorbinil restored RGC function and delayed axon degeneration one week after ONC. RNA sequencing data revealed that Sorbinil protects the retina from ONC-induced degeneration by suppressing inflammatory signaling. In summary, we report the first study demonstrating that AR inhibition transiently protects RGC and axon from degeneration, providing a potential therapeutic strategy for optic neuropathies.

## Introduction

Central nervous system (CNS) axons and neurons are incapable of spontaneously regenerating in mammals^1^. Injury or insult to CNS axons causes irreversible damage leading to neurological and neurodegenerative disorders^2^. The optic nerve (ON) is a sensory nerve critical for vision. The ON transmits signal from the eye to the brain through axons of retinal ganglion cells (RGCs), which reside in the nerve fiber layer of the neural retina. Unmyelinated RGC axons exit the eyes globe at the ON head (optic nerve head). Posterior to the ONH, the axons are myelinated by supporting oligodendrocytes, a type of glial cell. Given their delicate structure, ON axons are vulnerable to insult.

Unlike other vertebrates^3^, mammals cannot spontaneously regenerate damaged axons of RGC after ON injury due to various inhibitory factors^4,5^. Since RGCs are critical for vision, knowing what other cells influence RGCs and RGC axon survival, especially when injured, is essential. Other than neuronal cells, the mammalian retina contains three types of glial cells: Müller glia (MG), astrocyte glia (ASG), and retinal microglia (RMG)^6^. ASG cell bodies and processes are found in the nerve fiber layer and closely interact with RGCs and their axons in the ONH^7^. RMG, the primary immune cells in the retina that respond to stress, are found at varying densities in every retinal layer, including the ganglion cell layer (GCL), where they interact with RGCs^7^. Since the eye is immune-privileged, it adapts RMG to act as innate immune cells in response to injury^8^. In optic neuropathies, axons of RGCs are injured, which leads to progressive RGC loss and neurodegeneration. In response to optic neuropathies, ​RMG adapt to their surrounding environment morphologically and switch from a “resting state” to an “activated state.” Accumulating evidence shows that activated RMG thereby function as innate immune cells in response to injury and have been associated with RGC pathology^9–11^.

Various approaches are being investigated to promote RGC survival and RGC regeneration, including gene^5,12–15^ and stem cell replacement therapies^16–19^. Using the optic nerve crush (ONC) model, we induce acute axonal trauma to investigate the underlying mechanisms of RGC survival and axon regeneration^5,20^. ONC leads to axonal degeneration towards the proximal cell body and the distal axons in conjunction with inflammatory cytokine production, causing RGC death^21^. Thus, prevention of retinal inflammation could be a therapeutic strategy for alleviating RGC and axon degeneration after ON injury.

Aldose reductase (AR, AKR1B1) is the first enzyme in the two-step polyol pathway that converts glucose to sorbitol in an NADPH-dependent manner^22,23^. Hyperglycemia acts as a noxious stimulus and increases AR polyol pathway signaling^24^, which leads to the production of reactive oxygen species (ROS), accumulation of advanced glycation end-products (AGE), and macrophage/microglia activation^25–27^. In addition to its response to hyperglycemia, AR has also been reported to be involved in other inflammatory diseases like diabetes, cancer, sepsis, asthma, etc.^28–30^. An increase in the AR polyol pathway enhances the production of cytokines/chemokines and ROS, leading to the NADH/NAD + redox imbalance in various inflammatory diseases^29,31–33^. As ocular inflammation is a direct feature of ocular neuropathies, modulating the immune response is vital to promote axonal growth^1,34^. Under normoglycemic conditions, AR inhibition suppresses inflammatory signaling via an alternative mechanism. The AR polyol pathway leads to the decrease of NADH/NAD + redox balance which results in the upregulation of apoptosis and Sirt1-mediated inflammation, thereby promoting ROS production^28,35,36^. Inhibition of the AR polyol pathway suppresses inflammatory response within the cell and provides a regulatory mechanism of AR in microglial activation. Furthermore, AR has been linked to ocular inflammation via the NF-κB pathway, and previous studies show that AR inhibition might provide a role in regulating ocular inflammation^30,37^. In the retina, AR has been observed in RMG^38^, suggesting that RMG could be a pharmaceutical target against ocular inflammation. Our previous studies reported that the blockade of AR attenuates ocular inflammation and diabetic complications by suppressing RMG activation^9,38^. In this study, we further investigated whether pharmacological inhibition of AR can attenuate ocular inflammation and promote RGC survival and axon regeneration after ON injury. Our data showed that Sorbinil treatment attenuates RMG activation, subsequently promotes RGC survival and delays axon degeneration one week after ONC. Findings from our study can be applied as a therapeutic strategy in translational therapy for optic neuropathies.

## Results

### AR inhibition reduces LPS-induced inflammation and microglia migration

The effect of Sorbinil’s toxicity on BV2 microglia was determined by MTT assay (Fig. 1A). Cell viability was unaffected upon the addition of increasing Sorbinil concentrations. Further, we confirmed that Sorbinil attenuates AR activity by measuring D-Sorbitol levels in BV2 cells (Fig. 1B). Sorbitol can be produced either from AR’s catalysis of glucose via the polyol pathway or from fructose via sorbitol dehydrogenase. The modest reduction of sorbitol can be the result of either Sorbinil incompletely inhibiting the polyol pathway or sorbitol dehydrogenase-mediated reduction of fructose back-filling sorbitol level.

**Figure 1:**
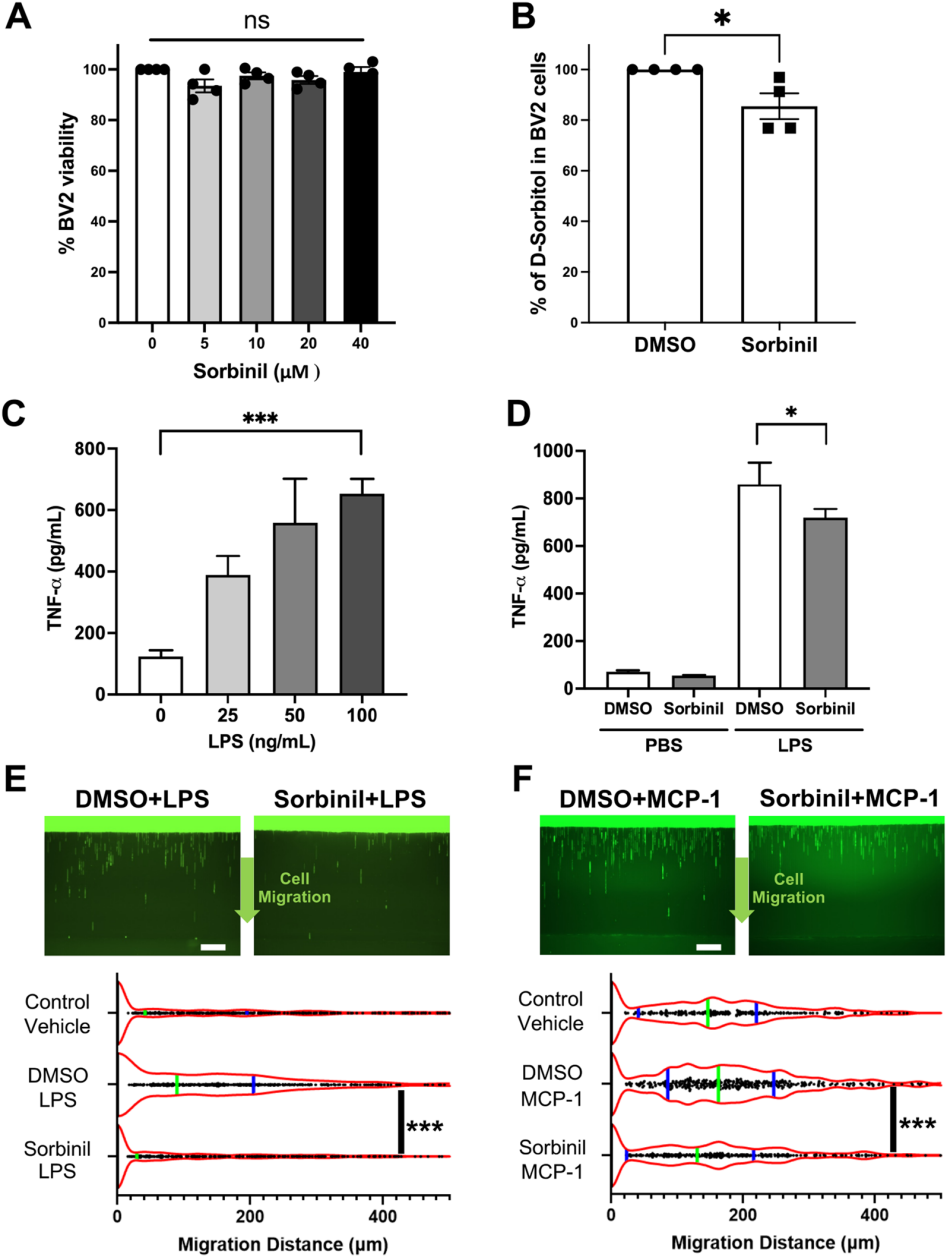
Sorbinil reduces LPS-induced cytokine expression and cell migration in BV2 microglia. **(A)** Sorbinil does not affect cell viability in BV2 microglia as measured by MTT assay. **(B)** Sorbinil treatment attenuates aldose reductase (AR) activity in BV2 microglia, as indicated by the decrease in D-sorbitol concentration. **(C)** LPS induces TNF-α secretion in a dose-dependent manner in BV2 microglia.** (D)** BV2 microglia treated with Sorbinil (20 μM) exhibit reduced TNF-α secretion in response to LPS (100 ng/mL) exposure, compared to vehicle-treated cells. BV2 microglia were pre-treated with Sorbinil (20 μM) for 1 h and then treated with LPS (100 ng/mL) or MCP-1 (30 ng/mL) N ≥ 3 per group. **(E)** Sorbinil treatment inhibits LPS-induced cell migration of microglia cells. Each dot represents the cell migration distance in a channel. The green bar represents the median, and the blue bars represent the quartiles. (n = 500–600 channels). (Scale bar = 200 µm) **(F)** Sorbinil treatment inhibits the chemoattraction of microglial cells induced by MCP-1. Each dot represents the cell migration distance in a channel. The green bar represents the median, and the blue bars represent the quartiles. (n = 300–400 channels). (Scale bar = 200 µm). Statistical significance was determined using Student’s *t-test* (***P < 0.001).

To confirm the role of AR in microglia activation, we treated RMG with lipopolysaccharide (LPS) in the presence of Sorbinil. We found that TNF-α secretion was induced by LPS in a dose-dependent manner (Fig. 1C) and suppressed by Sorbinil (Fig. 1D). Furthermore, because RMG activation is associated with cell motility^39^, we performed RMG migration assay to evaluate the effect of Sorbinil on RMG when exposed to LPS or monocyte chemoattractant protein-1 (MCP-1), a chemokine for the macrophage/microglia recruitment^40^. Data showed that Sorbinil treatment reduces LPS-induced random RMG migration (Fig. 1E). Similarly, Sorbinil prevented the migration of RMG toward MCP-1 (Fig. 1F). These data are consistent with previous studies showing the inhibitory effect of Sorbinil on the RMG migration^38^.

### AR inhibition reduces RMG distribution and inflammation in vivo

To further examine the effect of AR in vivo, we first evaluated the AR expression pattern in RGC, RMG, and ASG by western blot. In comparison to RGC and ASG, RMG highly express AR (Fig. 2A). Since AR expression was observed primarily in RMG, we next investigated whether AR inhibition prevents RMG activation in the ON and retina. Iba1 (Ionized calcium-binding adaptor molecule-1- a marker of activated microglia/macrophage) expression was elevated in both ONs and retinas (Fig. 2B,C, and E) one week after ONC. ONC increases the number of microglia/ macrophages due to both local microglia cell proliferation and circulating monocyte infiltration^41^. AR inhibitor Sorbinil attenuated Iba1 expression in the crushed ONs and retinas (Figs. 2C and E). As AR is primarily present in RMG, it suggests that the increase of AR expression might be due to RMG distribution in crushed ON and retinas (Fig. 2B, C, and E). Iba1 and AR expression were downregulated in the crushed ON after Sorbinil treatment (Fig. 2C). In addition, glial fibrillary acidic protein (GFAP, marker for activated ASG) expression was not affected after ONC or suppressed by Sorbinil treatment (Fig. 2B,C). Mitogen-activated protein (MAP) kinase p38 is activated in response to environmental stress and has been associated with RGC injury and pathology^42^. We observed that p38 was phosphorylated after ONC, Sorbinil slightly attenuated its phosphorylation in the ON (Fig. 2B,C), suggesting the p38 signaling pathway as a possible AR mediator for microglia activation. Additionally, we confirm that ONC triggers RMG activation by measuring CD68 gene expression in the retina (Fig. 2F). As RMG are known to infiltrate into the injured tissue area, we further investigated the RMG distribution in the retina and ON by immunostaining. In the ON, we observed that the number of Iba1 + cells and TNF-α levels were significantly elevated after ONC and suppressed by Sorbinil treatment (Fig. 2D). In the retina, the number of Iba1 + microglia/macrophage were induced in both GCL and nuclear layers after ONC and attenuated by Sorbinil treatment (Fig. 2G).

**Figure 2:**
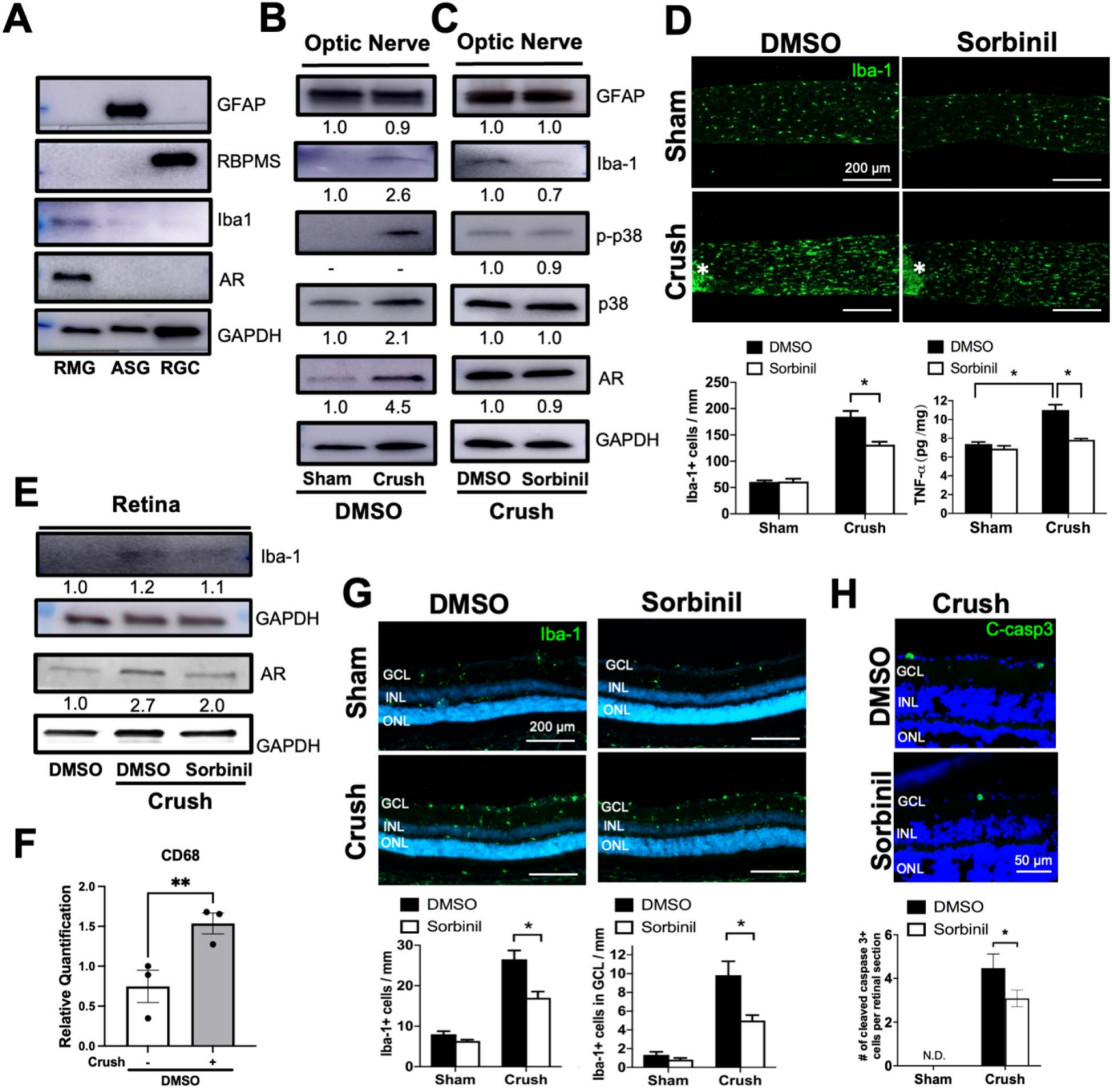
Sorbinil alleviates RMG activation in the retina and optic nerve after ONC. **(A)** AR is highly expressed in RMG compared to ASG and RGC. **(B)** ONC increases AR and Iba1 protein expression in the ON compared to noncrush (sham) control group. Sorbinil treatment reduces ONC-induced AR and Iba1 protein expression in the ON **(C)** and retina** (E).** Sorbinil treatment attenuates RMG distribution and TNF-α secretion in the ON **(D)** and retina **(F).** Asterisk in **(D)** marks the crush site. **(G)** ONC triggers microglial activation as measured by *CD68* gene expression **(H)** Sorbinil treatment reduces the number of cleaved caspase-3 positive cells in the ganglion cell layer (GCL) of the ONC retina, indicating reduced apoptotic cell death. N.D. refers to no detection of Cleaved caspase-3 signal. (N ≥ 3 per group. Statistical significance was determined using one-way ANOVA and post hoc t-test with Tukey correction (*P < 0.05). Mean ± SEM is shown.).

We next investigated if ONC would cause apoptosis in the retina. We found cleaved-caspase-3 positive cells in the GCL after ONC, indicating the apoptotic cells (Fig. 2H). The number of apoptotic cells in the GCL per retina section was reduced by Sorbinil treatment, suggesting that AR inhibition alleviates apoptosis in RGC and might be due to the suppression of RMG activation. This is the first study showing the effects of AR inhibition on RMG activation and ocular inflammation in the retina of an ONC model. Administration of Sorbinil through intraperitoneal (IP) injection showed the suppressive effects of RMC activation in the ONs and retinas, which indicates the good permeability of Sorbinil in vivo^38^. We next investigated if AR inhibition affects RGC survival and axon degeneration.

### AR inhibition reduces RGC loss, improves RGC function, and delays axon degeneration

Since AR inhibition can attenuate RMG distribution and inflammation after ONC, first, we investigated if AR inhibition also affected RGC survival after ONC. We conducted RGC survival observation one and two weeks after ONC to determine if Sorbinil treatment delays or inhibits RGC death, respectively. RBPMS + RGCs were quantified in the flat mount retina of the crushed control and treatment group. Data showed that Sorbinil treatment did not improve RGC survival two weeks after ONC (Fig. 3A). Next, we wondered whether AR inhibition could alleviate RGC loss in a short-term manner, i.e., if AR inhibition can delay RGC loss one week after ONC. Excitedly, Sorbinil treatment did maintain more RGCs one week after ONC compared to the control (Fig. 3A), suggesting that AR inhibition can transiently protect RGCs from death. In addition, Sorbinil also improved the RGC function one week after ONC by using PERG measurement (Fig. 3B). Next, we investigated the effect of AR inhibition on axon regeneration. Similar to RGC survival, Sorbinil treatment did not improve axon regeneration two weeks after ONC (Fig. 3D) but delayed axon degeneration one week after ONC as measured by βIII-Tubulin protein expression in axons and quantifying CTB-555 expression. (Figs. 3C,E). βIII-Tubulin labeling of axons is a widely established method to determine axonal integrity by measuring the abundance of protein within the axons^43^. One week after ONC, at 500 μm distal from the crush, the density of βIII-Tubulin in Sorbinil treated mice compared to DMSO control is significantly higher, suggesting delayed degeneration (Fig. 3E). These data indicate AR as a therapeutic target to delay the progression of RGC loss and optic neuropathy.

**Figure 3:**
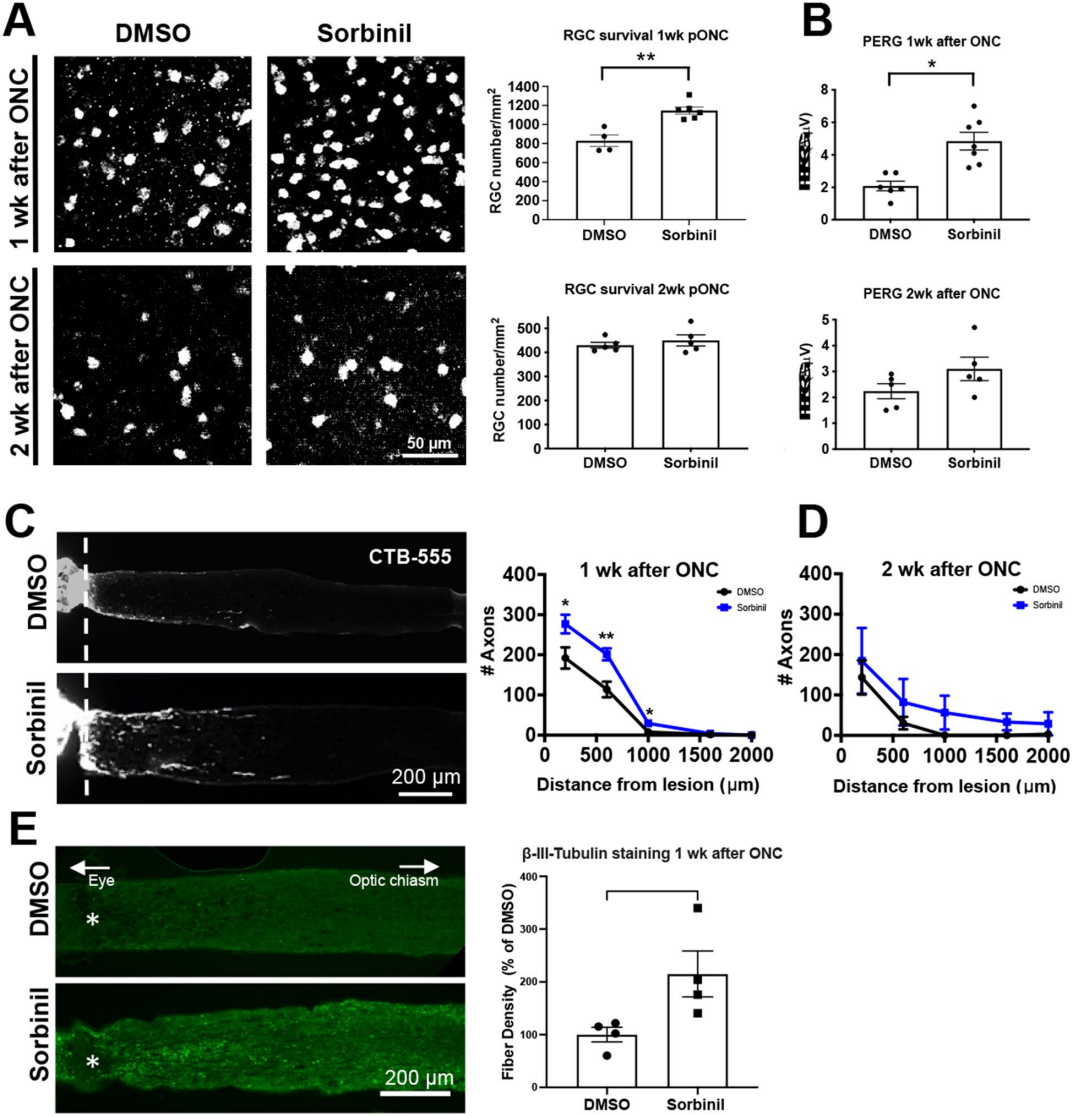
Sorbinil promotes RGC survival, RGC function and delays RGC degeneration one week after ONC. **(A)** Flat-mount retinas were immunostained against RGC-specific marker RBPMS. Sorbinil treatment significantly improves RGC survival one week after ONC, but not two weeks after ONC. **(B)** RGC activity was measured by pattern electroretinography (pERG) in adult retinas. Sorbinil treatment significantly improves pERG one week after ONC. Regenerating axons were visualized by CTB-555 injection two days before euthanasia. **(C)** Sorbinil treatment significantly increases CTB-555 labeled axons one week after ONC. **(D)** Sorbinil does not promote ON regeneration two weeks after ONC. **(E)** Sorbinil treatment significantly delays ON degeneration one week after ONC, as measured by the abundance of βIII-Tubulin staining protein expression. The dashed line in **(C)** and asterisk in **(E)** mark the site of ONC. (**A**, **B, C,** N > 6 eyes per group; **D**, N = 5 eyes per group; **E,** N = 4 eyes per group. Statistical significance was determined using one-way ANOVA and post hoc t-test with Tukey correction (*P < 0.05, **P < 0.01). Mean ± SEM is shown.

### AR inhibition regulates inflammation related signaling pathways in the ONC retina

RNA sequencing was performed to explore the regulatory mechanism contributing to axonal degeneration delay after Sorbinil-dependent microglial inactivation. 

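Total RNA of the injured whole retina, taken 7 days after ONC from mice given Sorbinil at 10 mg/kg or the vehicle DMSO, was sequenced. Sorbinil is an inhibitor of aldose reductase. The comparison covers 3 DMSO retinas (replicates 1, 2 and 3) and 2 Sorbinil retinas (replicates 1 and 3), and Sorbinil replicate 2 was not used here. The paper gives a TruSeq total RNA kit with at least 1 μg of RNA, while the sample labels name another stranded total RNA kit with 100 ng. The authors trimmed adaptors, mapped the reads to GRCm39 with default settings in CLC Genomics Workbench and deposited the total counts per gene without normalization. Counts on genes totalled 90288552, 77411333 and 56096541 in DMSO replicates 1, 2 and 3, and 61577775 and 63496682 in Sorbinil replicates 1 and 3. The paper states 40 M reads per sample, and the values here use the counted totals. The counts of 25655 gene symbols were filtered with edgeR's filterByExpr, which left 14992 genes, and were normalized by the TMM method. Sorbinil was then compared with DMSO by edgeR's quasi-likelihood F-test, with no other term in the model. The test, which differs from that of the paper's software, the threshold, the filter on low counts and the retinas included could each change the number of called genes. Gene positions are those of GENCODE vM39 on GRCm39. Values per gene are CPM, the counts scaled to each library's TMM-normalized size, and log2 fold changes compare Sorbinil with DMSO. Standard errors were derived from the log2 fold change and the F statistic, and are not separate estimates of precision.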

Microglial activation is associated with inflammatory and chemokine signaling during neuroinflammation^44^. As Sorbinil downregulates TNF-α expression and Iba1 upregulation after ONC (Fig. 2D,G), we reasoned that signaling pathways associated with inflammation could be downregulated after ONC, thereby delaying axon degeneration. We identified 438 differentially expressed (DE) genes, of which 302 genes were downregulated. 

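At the paper's threshold, an unadjusted p-value of at most 0.1 and a change of at least 2-fold, 257 of the 14992 genes tested were called. Of these, 203 genes were lower and 54 were higher in the Sorbinil retinas, so that 79% of the calls were lower. With no filter on low counts and the likelihood ratio test, 728 of 17899 genes were called, of which 497 were lower. The 203 lower genes had a median log2 change of -1.80 in Sorbinil replicate 1 against the DMSO mean, and of -0.88 in Sorbinil replicate 3. In replicate 1, 190 of them were at least 2-fold lower, compared to 78 in replicate 3. When Sorbinil replicate 1 was left out, 102 of the 203 genes were still at least 2-fold lower, and when Sorbinil replicate 3 was left out, 194 were. No test was run with 1 Sorbinil retina, since a group of 1 shows no spread of its own.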

The downregulated DE genes included cytokines TNF receptor- Fas and TGF-β receptor-ACVRL1, components of the TNF family and TGF-β family, respectively. 

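Fas (ENSMUSG00000024778) lies on the plus strand of chromosome 19 from 34268001 to 34305173. Its expression was 0.567 ± 0.174 CPM (SD, n = 3) in DMSO retinas and 0.178 ± 0.144 CPM (SD, n = 2) in Sorbinil retinas. The log2 fold change was -1.63 with a standard error of 0.61, an unadjusted p-value of 0.0398 and an adjusted p-value of 0.758 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). These values rest on 49, 61 and 24 counts in the DMSO retinas and 4 and 19 counts in Sorbinil replicates 1 and 3. The log2 fold change was -1.01 without Sorbinil replicate 1 and -2.88 without Sorbinil replicate 3. Without DMSO replicate 2 it was -1.36 and no longer passed the paper's threshold. A long noncoding RNA gene lies on the opposite strand of part of Fas, and the counting is not stated to use strand. Acvrl1 (ENSMUSG00000000530) lies on the plus strand of chromosome 15 from 101025996 to 101043217. It measured 4.42 ± 0.82 CPM (SD, n = 3) with DMSO and 1.88 ± 0.43 CPM (SD, n = 2) with Sorbinil. Its log2 fold change was -1.23 (standard error 0.29), with an unadjusted p-value of 0.0058 and the same adjusted p-value of 0.758. It stayed between -1.38 and -1.14 when each DMSO retina was left out in turn, and was -1.01 and -1.49 without Sorbinil replicates 1 and 3. A long noncoding RNA gene also lies on the opposite strand of part of Acvrl1. For both genes each Sorbinil retina was below every DMSO retina (exact permutation test on log2 CPM, two-sided, p = 0.1, the smallest p that 2 retinas against 3 allow).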

Interferon regulatory factor genes interleukin 1 receptor-like 2 (IL1RL2) was also downregulated, suggesting downregulation of immune responses after Sorbinil treatment. 

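Il1rl2 (ENSMUSG00000070942) lies on the plus strand of chromosome 1 from 40363708 to 40406734. Few reads were counted on it, with 22, 29 and 15 counts in the DMSO retinas and 4 and 8 counts in Sorbinil replicates 1 and 3. This corresponds to 0.287 ± 0.069 CPM (SD, n = 3) and 0.097 ± 0.030 CPM (SD, n = 2). The log2 fold change was -1.52 with a standard error of 0.48. Its unadjusted p-value was 0.0204 and its adjusted p-value 0.758 by edgeR's quasi-likelihood test. Leaving out each DMSO retina gave -1.68 to -1.31, and the values without Sorbinil replicates 1 and 3 were -1.26 and -1.89. A processed pseudogene on the same strand and a long noncoding RNA gene on the other strand overlap Il1rl2 in the annotation, so some of its counts are uncertain.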

IL1RL elicits an inflammatory response through MAPK signaling^45^. 

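Cxcl12 (ENSMUSG00000061353), on the plus strand of chromosome 6 from 117144945 to 117158328, measured 19.8 ± 3.9 CPM (SD, n = 3) in DMSO retinas and 9.55 ± 5.94 CPM (SD, n = 2) in Sorbinil retinas. The counts behind these values were 2124, 1777 and 851 with DMSO, 281 in Sorbinil replicate 1 and 933 in Sorbinil replicate 3. The log2 fold change was -1.05 (standard error 0.43), with an unadjusted p-value of 0.0499 and an adjusted p-value of 0.758 (edgeR's quasi-likelihood test). The change lay mostly in one retina, since the log2 fold change was -0.52 without Sorbinil replicate 1 and -1.89 without Sorbinil replicate 3. It was -0.97 without DMSO replicate 1 and -0.96 without DMSO replicate 2, and passed the paper's threshold in neither fit, nor with offsets for GC content and length, at -0.9998.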

CXCL12, a known inflammatory chemokine^44^, was also downregulated by Sorbinil treatment. 

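Of Apoh, Klf4, Tek and Tlr1, which were tested, Tek had the largest difference between the groups. Tek (ENSMUSG00000006386, chromosome 4 from 94627291 to 94763224, plus strand) measured 3.80 ± 1.01 CPM (SD, n = 3) with DMSO and 1.52 ± 0.94 CPM (SD, n = 2) with Sorbinil. Its log2 fold change was -1.31 with a standard error of 0.48 and an unadjusted p-value of 0.0358. Klf4 (ENSMUSG00000003032, chromosome 4 from 55527139 to 55532528, minus strand) measured 1.23 ± 0.10 CPM (SD, n = 3) and 0.55 ± 0.35 CPM (SD, n = 2), a log2 fold change of -1.15. Without Sorbinil replicate 1 these changes were -0.79 for Tek and -0.62 for Klf4, and without Sorbinil replicate 3 they were -2.15 and -2.01. Klf4 did not pass the paper's threshold without DMSO replicate 1 (-1.13), without DMSO replicate 2 (-1.104) or with offsets for GC content and length (-0.998). Tlr1 (ENSMUSG00000044827, chromosome 5 from 65082022 to 65090941, minus strand) had 43, 28 and 14 counts with DMSO and 9 counts in each Sorbinil retina. Its log2 fold change was -1.22, with a standard error of 0.45 and an unadjusted p-value of 0.0367, and at -0.997 without DMSO replicate 1 it did not pass the threshold. Apoh (ENSMUSG00000000049, chromosome 11 from 108233964 to 108305232, plus strand) had 20, 22 and 28 counts with DMSO and 6 and 11 counts with Sorbinil. Its log2 fold change of -1.197 had an unadjusted p-value of 0.0799, and Apoh did not pass the threshold without DMSO replicate 2 (-1.31), without DMSO replicate 3 (-0.78) or by the DESeq2 Wald test (-1.22). The opposite strand of one end of Apoh holds Prkca, with a mean of 29100 counts, so the counts of Apoh are uncertain unless strand was used. Ltf (ENSMUSG00000032496, chromosome 9 from 110848339 to 110871835, plus strand) was removed by the filter on low counts. It had 8, 8 and 4 counts with DMSO and 0 and 1 counts with Sorbinil, at least 1.68-fold lower against a floor of 3 counts. With no filter, its fitted log2 fold change was -3.13 with an unadjusted p-value of 0.0231, a fit against counts at the floor that is no bound on the change. Each Sorbinil retina lay below every DMSO retina for all 9 genes the paper names from these libraries, where chance separates the groups in either direction for 20% of genes. The paper picked these genes on the same libraries, so this is not independent evidence. None had an adjusted p-value under 0.05 over all genes tested. Adjusted over the list alone, 1 of the 8 genes tested, Acvrl1, had an adjusted p-value under 0.05, at 0.0464, which is likewise not independent evidence.

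**Figure D1:**
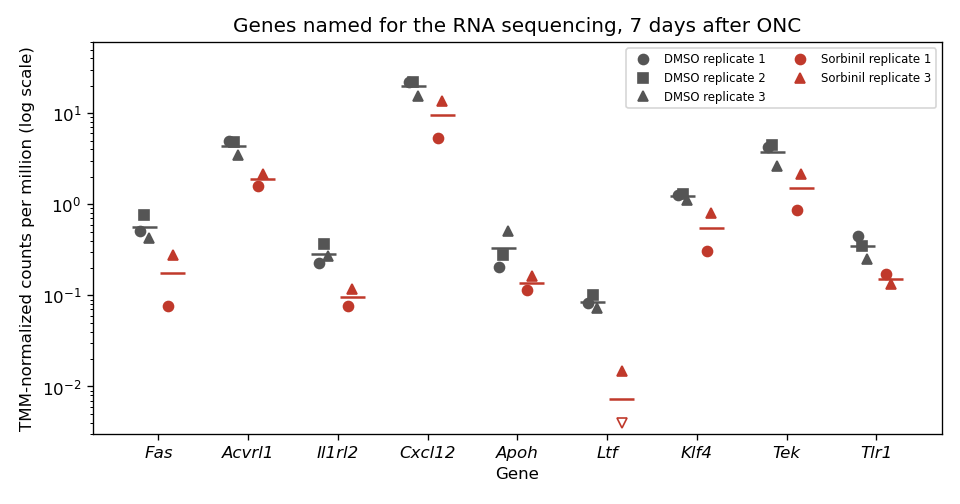
TMM-normalized CPM, on a log scale, of the 9 genes the paper names, in each DMSO retina (grey) and each Sorbinil retina (red) 7 days after ONC. Horizontal lines are group means (n = 3 and n = 2), and the open triangle marks the 0 counts of Ltf in Sorbinil replicate 1. Both Sorbinil retinas lie below the DMSO retinas for each gene.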

Other immune response associated downregulated genes were apolipoprotein H (APOH), lactoferrin (LTF), Kruppel-like factor 4 (KLF4), tunica interna endothelial cell kinase, a receptor tyrosine kinase (TEK), toll-like receptor 1 (TLR1), etc. (Fig. 4A). We further confirmed that Sorbinil treatment alone, in the absence of ONC, does not affect immune-related pathways (Supplementary Fig. 1). Thus, the downregulation of immune response genes is a direct result of Sorbinil’s neuroprotective and anti-inflammatory role. Pathway enrichment analysis depicts the downregulation of cytokine-cytokine receptor interaction, Repressor activator protein 1 (Rap-1), and Apelin signaling downregulation (Fig. 4B). 

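The KEGG sets used by the paper were not used here. The pathways were instead represented by lists of gene symbols for cytokines and their receptors, cell adhesion molecules, Rap1 signaling and apelin signaling. Among the 203 lower genes were 7 of 156 cytokine and receptor genes tested, an odds ratio of 3.51 (one-sided Fisher's exact test, p = 0.00537, adjusted over the 4 lists p = 0.00636). For cell adhesion molecules there were 6 of 102 genes, with an odds ratio of 4.66 (Fisher's exact test, p = 0.00262, adjusted p = 0.00524). Rap1 signaling had 7 of 161 genes and an odds ratio of 3.39 (Fisher's exact test, p = 0.00636, adjusted p = 0.00636), and apelin signaling had 8 of 125 genes and an odds ratio of 5.14 (Fisher's exact test, p = 0.000299, adjusted p = 0.0012). Fisher's exact test counts genes as independent, which genes of one library are not. The Rap1 result lost its significance at an unadjusted p-value of at most 0.05 (odds ratio 3.00, Fisher's exact test, p = 0.0503). The paper also named some of these genes from the same libraries, with 4 in the cytokine list, 1 in the Rap1 list and 1 in the apelin list. Over all their members, the lists had median log2 fold changes of -0.36, -0.28, -0.24 and -0.08 in the same order. The cytokine, cell adhesion and Rap1 lists were lower by edgeR's camera with a preset correlation of 0.01, with adjusted p-values of 1.69e-05, 9.78e-05 and 0.0012, and the apelin list was not (adjusted p-value 0.216). None of these calls held under fry or with the correlation estimated for each list, where the smallest adjusted p-values over the 21 lists were 0.561 and 0.679. In Sorbinil replicate 1 the medians against the DMSO mean were -0.87, -0.68, -0.71 and -0.22. In Sorbinil replicate 3 they were -0.048, 0.04, 0.06 and 0.03, within or close to the range of the DMSO retinas. No gene of the 4 lists had an adjusted p-value under 0.05, whether over all genes tested or adjusted over the list alone, and 9, 6, 8 and 10 genes had an unadjusted p-value under 0.05. The paper reasons that, since Sorbinil lowered TNF-α and Iba1 after ONC, inflammatory pathways could be lower too, and states from the enrichment that these pathways were downregulated.

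**Figure D2:**
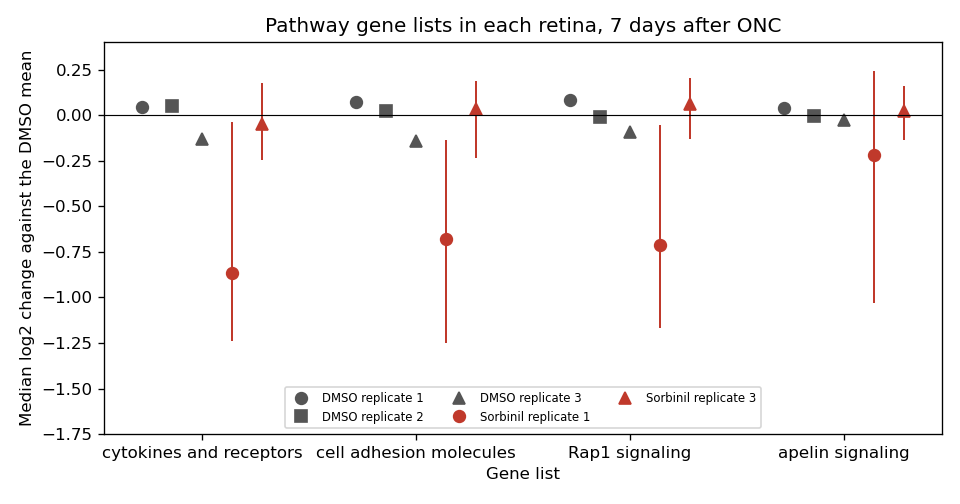
Median log2 change of each pathway gene list against the mean of the 3 DMSO retinas, for each DMSO retina (grey) and each Sorbinil retina (red). Vertical lines span the interquartile range of the list's genes in a Sorbinil retina. Sorbinil replicate 1 lies lower than the other retinas on each list, and Sorbinil replicate 3 lies near 0.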

Rap-1 and apelin are potential activators of inflammation through NF-kβ and P13k/Akt signaling pathways, respectively^46,47^. Additionally, ingenuity pathway analysis identified the downregulation of several genes involved in inflammatory response (Fig. 4C).

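The Ingenuity gene sets were not used here. A list of inflammatory mediators, covering pro-inflammatory cytokines, adhesion molecules and NF-κB targets, had 26 genes tested. Its median log2 fold change was -0.29, with an adjusted p-value of 0.0933 by edgeR's camera, and 19 of the 26 genes were lower. The median was -0.48 in Sorbinil replicate 1 and -0.06 in Sorbinil replicate 3. None of these genes was among the 203 lower genes, and 0 had an unadjusted p-value under 0.05. Without DMSO replicate 3 the median was -0.36 and the adjusted p-value 0.0127, while without DMSO replicate 2 they were -0.18 and 0.359. In the other fits with a test the adjusted p-value lay between 0.0534 and 0.679. A list of 26 microglial genes had a median log2 fold change of -0.50 and an adjusted p-value of 7.7e-07 by camera with the preset correlation, which did not hold under fry. This median was -0.15 without Sorbinil replicate 1 and -0.92 without Sorbinil replicate 3. No microglial gene was among the 203 lower genes, and 2 had an unadjusted p-value under 0.05. Adjusted over the list alone, as over all genes tested, 0 genes of either list had an adjusted p-value under 0.05.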

**Figure 4:**
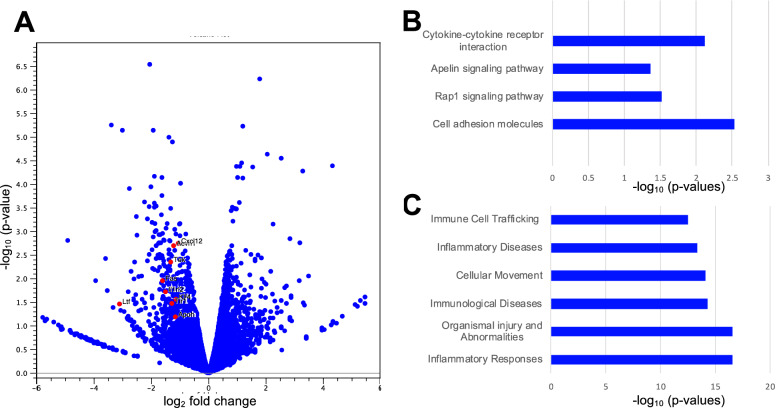
Sorbinil downregulates inflammatory-related signaling pathways one week after ONC. **(A)** The volcano plot shows differentially expressed (DE) genes associated with immune response that are downregulated in the whole retina one week after ONC (Sorbinil versus DMSO; *p-*value ≤ 0.1 and fold change is less than -2). **(B)** Pathway enrichment analysis using the KEGG database highlights the downregulation of various immune response-associated pathways one week after ONC with Sorbinil treatment. **(C)** The top 6 diseases and functions associated with the downregulated DE genes were determined by Ingenuity Pathway Analysis software. . N = 2 mice per Sorbinil group; N = 3 mice per DMSO group.

## Discussion

Chronic neuroinflammation is associated with various neurodegenerative diseases, including Alzheimer’s disease, Parkinson’s disease, and glaucoma. Modulating the signaling axis of the immune system may offer a potential therapeutic approach for treating neurodegenerative diseases^48^. As tissue insult increases, microglia reprogram into an activated proinflammatory state and play either a protective role in supporting cell survival^49^ or a harmful role in causing neuroinflammation^50^. Interestingly, neuroprotection was not observed in an animal microglia depletion model (using stimulating factor 1 receptor inhibitor PLX5622)^51^, which might be because deletion of microglia might eliminate both detrimental and neuroprotective effects in the retina. However, growing evidence shows that microglia modulation has been reported to inhibit disease progression^1,34,52^. Thus, we hypothesize that AR inhibition protects RGCs from death by suppressing microglia (or macrophage) activation. In addition, microglia also produce anti-inflammatory molecules and neurotrophic factors, which can repair a hostile CNS microenvironment after injury^53–56^. Here, we showed that AR inhibition suppresses pro-inflammatory cytokine secretion in RMG after ONC, an acute optic nerve injury model. Whether AR inhibition can also promote neuroprotective factors secretion in RMG remains unclear and would be an interesting direction in the future.

ON trauma and other CNS-related injuries are known to induce RMG activation^11,57,58^. RMG are associated with the activation of neuroinflammation^59^. AR polyol pathway causes NADH/NAD + redox imbalance leading to Sirt1-mediated inflammation^35^. Since Sirt-1 regulates NF-κB signaling pathway and it's downstream inflammatory responses^60^, it suggests that the production of cytokines, such as TNF-α, interleukins (IL)-1β, IL-6, IL-8, vascular cell adhesion molecule (VCAM-1) and intracellular adhesion molecule 1 (ICAM-1) could be attenuated by AR inhibition^61–63^. ONC triggers the activation of RMG along with macroglial cells like ASG and Müller glia^58^. We found that AR is highly expressed in RMG compared to ASG and RGC (Fig. 2A)^38^. AR is expressed in retinal vasculature including endothelium and pericytes, as well as in Müller glia^64^. It is possible that AR inhibition is also involved in other AR-expressing cell types, like Müller glia, that plays a possible neuronal protective role.

RMG-induced proinflammatory cytokines cause neuronal death in the retina^24^. Thus, we first studied if microglia activation by LPS-induced inflammatory cytokine expression can be attenuated by AR inhibition. TNF-α is one of the major cytokines released by RMG^65^. Our study corroborates previous reports that AR inhibition can attenuate TNF-α secretion in RMG (Fig. 1D)^38,63^. Additionally, Sorbinil has been previously reported to attenuate secretion of IL-1β in macrophages and activation of JNK and p38^66,67^. As Sorbinil does not affect BV2 cell viability, the attenuation of microglial distribution is unlikely caused by the cytotoxicity of Sorbinil (Fig. 1A). Furthermore, inflammation results in increased accumulation of ROS production which contributes to inflammatory cytokine secretion^68^. AR inhibition can alleviate oxidative stress by attenuating ROS and phagocytotic activity in microglial cells as recently reported by our group^67^. Published studies showed that activated microglia migrate into the inner nuclear or outer nuclear layer of the retina^9,69^, where the major neuronal cells reside. Therefore, it is important to inhibit activated RGC migration in the retina. We observed that AR inhibition suppressed LPS- and MCP-1-induced RMG migration (Fig. 1E and F). Taken together, our results suggest that AR inhibition can act as a promising therapy against ocular inflammation as it can prevent cytokine secretion and cell migration, thereby preventing damage to other retinal cells.

ONC causes resident retinal microglia activation and influx of blood-borne macrophages^70^. Although Iba1 staining does not distinguish between resident retinal microglia and blood-borne macrophages^71^, microglia are considered the main immune cells that respond to retinal degeneration^24,72^. Consistent with prior studies, we also found that ONC significantly recruits RMG to the ON and the retina^11^. In Western blot, we did not see the Iba-1 protein reduction in the Sorbinil-treated retina. However, we indeed observe fewer Iba-1 + cells in the Sorbinil treated retina. Additionally, we observe fewer Iba-1 + cells within the GCL of the retina after ONC suggesting that AR inhibition is involved in attenuating RMG migration (Fig. 2G). AR inhibition prevents cell migration, consistent with a role for AR inhibition in the prevention of RMG migration by suppressing cleaved MMP-9 formation^38^, the main enzymatic protein for cell migration.

Astrocyte glia (ASG) are also involved in ocular inflammation, especially in optic neuropathy^73^. Our data demonstrate that GFAP expression is increased by ONC and attenuated by Sorbinil but remains unchanged in the optic nerve. Because GFAP expression is primarily found in the optic nerve head region^73^ or the lesion of the crush site, we did not observe GFAP protein expression change in the optic nerve. As the AR level is relatively low in the ASG compared to RMG, we think AR inhibition should mainly target RMG and subsequently lead to secondary effects on ASG activation. The regulatory mechanism of AR between RMG and ASG is still unclear and remains an interesting future direction.

Finally, we want to know whether suppressing RMG activation could restore RGC loss and axon degeneration. Following standard protocol, we first observed the RGC and axon two weeks after ONC. However, we did not observe significant improvement in RGC survival, function, or axon regeneration. We next examined if AR inhibition played a role in delayed axon degeneration. Axonal degeneration one week after ONC results in RGC cell loss and distal axon terminal degeneration^74,75^. We found that AR inhibition promotes RGC survival and improves RGC function one week after ONC. In our study, we use CTB-555 and βIII-Tubulin protein expression to observe changes within ON axons one week after ONC. It should be noted that labeling axons with CTB-555 is an established method to evaluate axon regeneration and relies on axonal transport^76^. ONC results in damaged axonal transport within a few days after trauma^77^. Since we inject CTB-555 intravitreally two days before sample collection, it is possible that Sorbinil accelerates the CTB transport, leading to the elevation of CTB-555 + axon in ON one week after ONC. Therefore, we utilize βIII-Tubulin to assess the remaining axons one week after ONC, as this approach is an established and widely used surrogate marker for axonal integrity^43^. We observe that Sorbinil treatment plays a role in delaying distal axonal degeneration one week after ONC. Our results further corroborate a recent study showing that AR overexpression transgenic mice significantly lose their RGCs, which could be rescued by AR inhibition^78^.

RNA sequencing analysis revealed that cytokine and inflammatory associated genes are downregulated after AR inhibition (Fig. 4), which is consistent with prior studies showing that AR inhibition has been linked to TNF-α induced signaling^62,63,79^ and with our in vivo data of TNF-α downregulation (Fig. 2D). In addition, Fas, part of the TNF receptor superfamily, was downregulated by Sorbinil treatment. Inhibiting Fas signaling has been shown to provide neuroprotection in an inducible mouse model of glaucoma^80^. Fas promotes apoptosis through the Fas/caspase-8 pathway, which is the upstream signal of caspase-3^81,82^. Investigating whether Sorbinil reduces caspase-3 activation via suppressing Fas signaling and, as a result, delays axon degeneration will be an interesting future study. The RNA sequencing and our immunostaining data suggest that downregulation of TNF-induced signaling could be critical in improving RGC survival and delaying axon degeneration, although further studies are warranted. Downregulating inflammation through AR inhibition is not enough to promote axon regeneration. Thus, other processes along with suppressing inflammation must be involved to promote axon regeneration.

In summary, we report the first study showing that AR inhibition plays a transiently protective role in delaying RGC death and axon degeneration via anti-inflammatory responses (Fig. 5). AR inhibition alone is not effective in promoting axon regeneration. We thought that AR inhibition attenuates pro-inflammatory cytokines secretion and as a result, delays axonal degeneration in a short period. However, it cannot stop injured axons from dying in a long run. Growing studies of gene therapy show enhancing RGC survival and long-distance axon regeneration^12,83–85^, however, the functional restoration in the visual circuit remains a challenge. For example, a combinational strategy using AR inhibitor and shKLF9/Sox11, known axon regeneration promotors, might provide synergistic effects on axon regeneration. Furthermore, in this study we used ONC as an acute model for RGC injury. It will be an exciting future study to confirm if Sorbinil also plays a protective role in different RGC injury models like intraocular pressure (IOP) and the reperfusion model. Our results are encouraging as we can combine AR inhibition with gene therapy to develop a novel therapeutic strategy, hoping to repair vision impairment in optic neuropathies.

**Figure 5:**
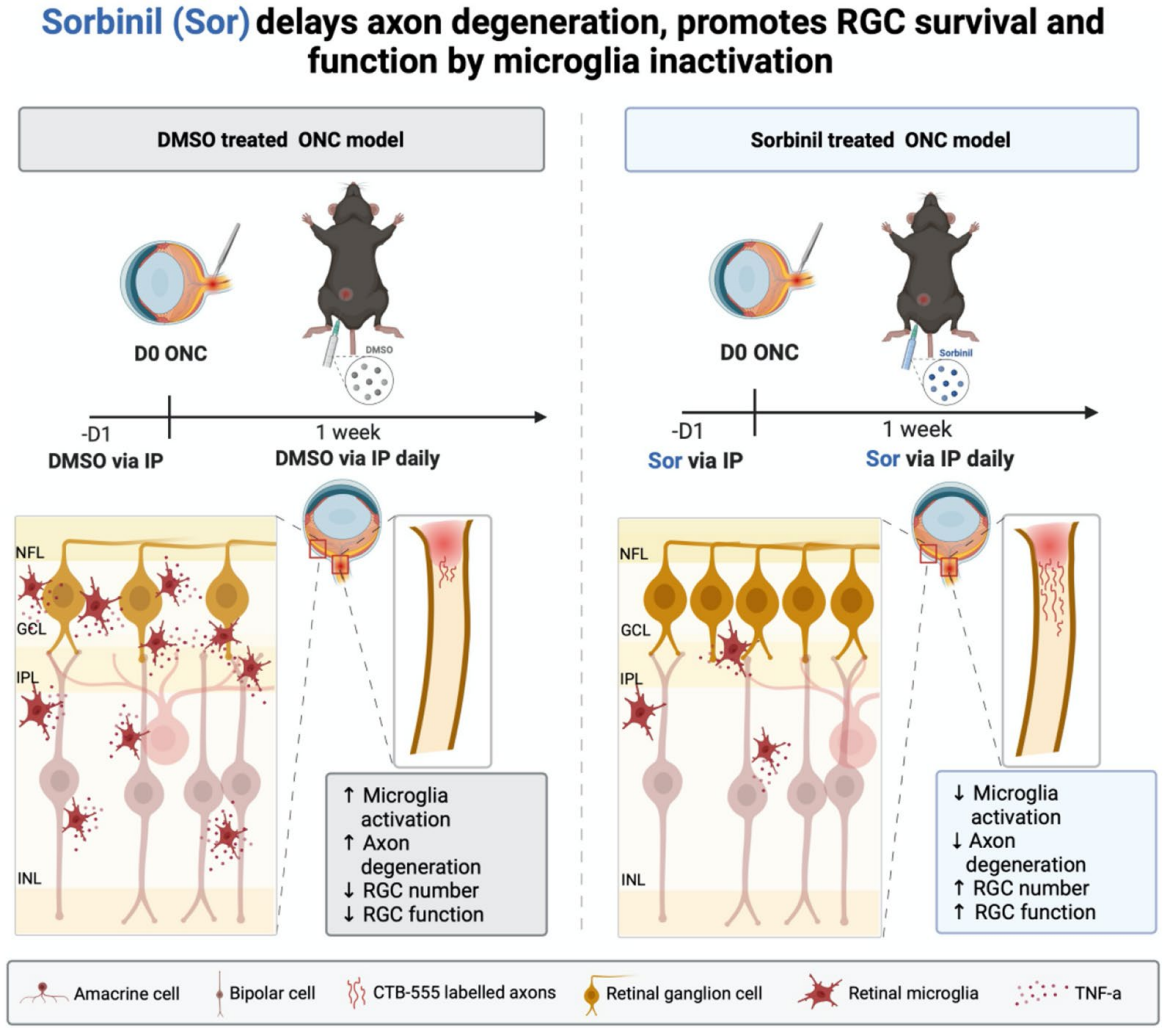
Model of AR-dependent regulation of microglia-RGC interaction. Optic nerve crush induces RMG distribution and TNF-α secretion in the retina and optic nerve, leading to RGC loss and axon degeneration. Daily treatment with Sorbinil for one week suppresses RMG infiltration and TNF-α secretion, which increases RGC survival and delays axon degeneration. The graphic was created with BioRender.com.

## Methods

### Animals

All animal experiments were performed in accordance with ARVO and ARRIVE guidelines for the Use of Animals in Research, and approved by the University of Pittsburgh School of Medicine Institutional Animal Care and Use Committee (IACUC; protocol# 21018446). Both sexes of C57BL/6 mice were used for this study.

### MTT cell viability assay

The toxicity effect of Sorbinil on BV2 cell viability was determined using 3-(4,5-Dimethyl-2-thiazolyl)-2,5-diphenyl-2H-tetrazolium bromide (MTT) (Tocris, #5224). Briefly, BV2 (3000 cells/well) were seeded in a 96-well plate in DMEM/F12 + 10%FBS + 1%PS and incubated overnight at 37 °C, 5% CO2. The glucose concentration in our BV2 medium is 17 mM. The cells were treated with increasing concentrations of Sorbinil 5 μM, 10 μM, 20 μM and 40 μM overnight at 37 °C, 5% CO2. 5 mg/ml of MTT were added to each well for 4 h. Levels of MTT were determined by measuring the absorbance at 570 nm.

### D-sorbitol colorimetric assay

BV2 (5 × 10^4^ cell/well) were seeded in a 6-well plate overnight at 37 °C, 5% CO2 DMEM/F12 (#11330032, ThermoFisher) + 10%FBS + 1%PS. The glucose concentration in our BV2 medium is 17 mM. BV2 cells were treated with Sorbinil (10 μM) and DMSO control for three days. Subsequently, cells were prepared to measure D-Sorbitol concentration using the D-Sorbitol Colorimetric Assay Kit (#MAK010, Sigma-Aldrich) as per manufacturer protocol. Levels of D-Sorbitol were determined by measuring the absorbance at 560 nm.

### ELISA assay

BV2 (10^3^ cells) were incubated in a 24-well plate, and media were collected after lipopolysaccharide (LPS) exposure. Mouse tumor necrosis factor (TNF)-α DuoSet ELISA Development kit (R&D Systems, Inc., Minneapolis, MN, USA) was used to measure TNF-α secreted in the media. The optical density was detected using a microplate reader. A standard curve was generated and used to collect the cytokine level measurement.

### High-throughput single-cell migration assay by microfluidics

The cell migration assay of BV2 microglia was performed using a microfluidic single-cell migration platform modified from previous work^86,87^. The migration channel is designed to be 5 μm in height and 10 μm in width. The device was primed with a collagen solution (1.45 mL Collagen Type 1, (354236, BD Biosciences) and 0.1 mL acetic acid in 50 mL DI Water)) to enhance cell adhesion. Right before the migration experiment, the devices were rinsed with cell culture media. Cells were first stained by green CellTracker dye (ThermoFisher C2925) following the manufacturer’s protocol and then trypsinized, centrifuged, and re-suspended to a concentration of 4 × 10^5^ cells/mL for loading onto the devices. After cell loading, the devices were incubated for 1 h to enhance cell adhesion. BV2 microglia were pretreated with Sorbinil (20 μM, Sigma-Aldrich) for 1 h. LPS (100 ng/mL, Sigma-Aldrich) and MCP-1 chemo-attraction (30 ng/mL, Peprotech) were used to stimulate and induce cell migration. Sorbinil was used to inhibit cell motility. The microfluidic devices were incubated for 18 h, and the migration distance was measured based on the final cell position. The images were analyzed by a custom MATLAB code^87,88^. Cells were identified based on their fluorescence, and debris was ignored by their small size. In this work, 3–6 independent replicates (~ 300–600 migration channels) were performed. The Violin graphs were plotted using Prism (v.9.3). As cell migration results do not follow a normal distribution, a non-parametric Mann–Whitney U test was used for comparisons of cell motility with a significance level of 0.05 considered statistically significant.

### Cell cultures

Culture of primary mouse RGC, ASG, and RMG was performed as previously described^12,89^. Briefly, to isolate RGCs, mouse retinas from postnatal P2 pups were dissociated with papain (Worthington Biochemical Corp). Macrophages and endothelial cells were removed by immunopanning using an anti-macrophage (CD68) antibody. RGCs were further purified via immunopanning using CD90.1. Purified RGCs were cultured on poly-D-lysine (PDL)/laminin-coated plates in full Sato medium as previously described^12^.

Mouse ASG were purified from postnatal P1-P4 pups as reported^89^. Cortices without meninges were collected and dissociated to achieve a single cell suspension. Cells were plated on a PDL coated T-75 flask in DMEM containing 10% fetal bovine serum (FBS) and penicillin/streptomycin. After the cells reached confluency, the flask was shaken at 180 rpm for 60 min to detach the microglia. Fresh media was added, and subsequently, the flask was shaken at 240 rpm for six hours to separate oligodendrocyte precursor cells. The remaining astrocyte layer was then cultured for western blot sample collection.

RMG were isolated and dissociated from the retinas of 8–10-week-old C57BL/6 mice^38^. Dissociated cells were cultured for four weeks in DMEM containing 4 mM L-glutamine, 10% FBS, and penicillin/streptomycin. Once cells were confluent, the flask was shaken at 100 rpm on an orbital shaker for 1 h. Detached cells were grown to collect primary mouse RMG for western blotting.

### Western blot

Laemmli sample buffer (Sigma-Aldrich) was used to collect protein samples. Lysates were heated to 100 °C for 10 min. Samples were loaded onto precast SDS-PAGE gels (Bio-Rad) and run until completion. Proteins were transferred to a polyvinylidene difluoride membrane (PVDF) using a semi-dry blotter (Bio-Rad). Membranes were blocked at room temperature for 1 h using LI-COR “Intercept” Blocking Buffer. Blots were incubated with primary antibody at 4 °C overnight in LI-COR “Intercept” Antibody Buffer for immunodetection. Primary antibodies are mouse anti-AR (1:1000; #sc-166918; Santa Cruz Biotechnology Inc., Dallas, TX), rabbit anti-Iba1 antibody (1:1000; #019-19741; Wako), rabbit anti-RBPMS primary antibody (1:500; #1830; PhosphoSolution), rabbit p-p38 (1:500; #4511S; Cell signaling Technology, Inc.), p38 (1:1000; #8690S; Cell signaling Technology, Inc.), GFAP (1:1000; #6370S; Cell signaling Technology, Inc.),)and GAPDH (1:1000; #2118S; Cell signaling Technology, Inc). The membrane was incubated with species-specific secondary antibodies linked to near IR dyes (LI-COR, IRDye 680RD donkey anti-mouse (#926-68072), IRDye 800CW Goat anti-rabbit (#926-3211) at 1:10,000 dilution for 4 h at room temperature, washed, and imaged on a LI-COR Odyssey IR in a linear range.

### Immunostaining

For immunostaining, sections were incubated in blocking buffer (5% normal goat serum and 0.1% Triton X-100 in PBS) for 1 h at room temperature. After washing with PBS three times, sections were incubated with the primary antibodies overnight at 4 °C and with the secondary antibodies for 4 h at room temperature. The primary antibodies used for staining were: rabbit anti-Iba1 antibody (1:200; Wako, Richmond, VA, USA), and cleaved caspase-3 (1:200; #9661S, Cell Signaling Technology, Danvers, MA). After incubation at 4 °C overnight, the cells were stained with Alexa Fluor® 488 Goat Anti-rabbit (#A11034) and 4′,6-diamidino-2-phenylindole (DAPI) (1:5000, (#D9542), Sigma-Aldrich) for 1 h. Cleaved caspase-3 + cells within the GCL layer were counted for apoptotic cell staining. DAPI was used to mark the GCL layer and used to identify condensed nuclei. At least 5 retinal sections were counted per retina sample to give an overall landscape of cleaved caspase-3 positive cells per retina. Images were obtained using an Olympus Life Science IX83 Inverted Microscope.

### Optic nerve crush

The procedures of ONC were followed as previously described^76^. Briefly, 8- to 10-week-old mice were anesthetized with ketamine/xylazine. The mice were preinjected with Sorbinil (10 mg/kg) or DMSO intraperitoneally for 24 h before ONC. ON of the left eye (OS) was exposed from the outer canthus and pinched for 5 s with a Dumont Fine Science Tools #5 self-closing forceps ∼1.5 mm behind the globe. The right eye (OD) was left uninjured to act as a control. Animals were treated with Sorbinil or DMSO daily for the experiment duration. ONs were collected one week and two weeks after ONC. Two microliters of cholera toxin subunit B (CTB)-conjugated Alexa Fluor 555 (CTB-555, 2 μg/μl; Invitrogen, (#C22843)) was intravitreally injected as an anterograde tracer to visualize axons two days before euthanization. Animals were perfused with 4% Paraformaldehyde (PFA) before ON and retinas collection.

### Quantitative real time PCR

Total RNA was isolated from retinal tissues (control + treatment retinas) collected 1 week after ONC. RNeasy Microarray Tissue MiniKit, QIAGEN was used to perform RNA extraction according to the manufacturer’s protocol. RNA (500 ng) was reverse transcribed using iScript cDNA Synthesis Kit, Bio-Rad. qPCR was performed using iTaq Universal SYBRGreen Supermix, Bio-Rad according to the manufacturer’s protocol. SYBR green primers- CD68, Il-6, Bcl-2, and GAPDH were purchased from Integrated DNA Technologies. Experiments were performed in triplicates.

### RGC survival analysis

RGC survival analysis was performed according to the previously established protocol^12^. Briefly, retinas were dissected and fixed in 4% PFA for 1 h, permeabilized with 3% Triton X-100 (Sigma-Aldrich) and 1.5% Tween 20 (Sigma-Aldrich) for 1 h, blocked with 10% normal goat serum (NGS) in PBS for 1 h, and then incubated with a rabbit polyclonal anti-RBPMS primary antibody (1:500; (#1830), PhosphoSolution) overnight at 4 °C. Flatmount retina samples were washed three times, ten minutes each, with PBS and incubated with Alexa Fluor® 647- Goat Anti-rabbit (#A21244) (1:500; Life Technologies) overnight. The explants were then washed twice, ten minutes each, stained with DAPI (1:5000 in PBS) for 15 min, washed twice for 10 min each, and sealed under 1.5-mm coverslips with anti-fade mounting medium (ProLong Gold, Life Technologies) before imaging via fluorescence microscopy (Zeiss). Each retina was divided into four quadrants, and one digital micrograph was taken randomly from each of the four peripheral areas 3 mm from the ON head. RBPMS-positive cells were counted manually in a masked fashion and presented as cells per millimeter squared.

### Axon number counting

ON were dissected, fixed in PFA for 1 h at room temperature, and subsequently washed in PBS. ON were then incubated in 15% sucrose at 4 °C overnight and 30% sucrose at 4 °C overnight before mounting in Optimal Cutting Temperature mounting medium (Thermo Fisher Scientific). 10-μm-thick cryosections were cut for both ON and retina. ON sections were imaged and analyzed as previously described^76^. The number of CTB + axons within every 250 μm from the crush site was manually counted to the end of the longest regenerating axons. Total CTB + axons per ON were calculated using the formula previously described^90^.

### Axon degeneration analysis

βIII-Tubulin staining was performed on the injured ON of the mouse treated with DMSO or Sorbinil one week after ONC to determine axonal integrity. βIII-Tubulin staining helps visualize microtubules that break down early in Wallerian degeneration^43^. For immunostaining, sections underwent the previously described method (Sect. 2.6.). Primary antibody used was βIII-Tubulin (1:500; #5568S, Cell Signaling Technology, Danvers, MA), and the secondary antibody used was Alexa Fluor® 488 Goat Anti-rabbit (#A11034).

To measure βIII-Tubulin density, ON were imaged at the same intensity and 10X magnification on Olympus Life Science IX83 Inverted Microscope. Density was measured using a fixed area of 500 μm width and 200 μm height immediately after the crush site using Fiji^91^. ONs from four mice per group were analyzed.

### Pattern electroretinography (PERG)

Pattern electroretinography (PERG) analysis was performed according to a previously established protocol^92^. Briefly, PERGs were measured in adult mice using the Celeris ERG stimulator (Diagnosys) per the manufacturer’s instructions. Mice were anesthetized, and their eyes were dilated before placing a pattern ERG electrode on the corneal surface. A visual stimulus was aligned along with the mice’s pupil that generated black and white alternating contrast-reversing bars. Pattern ERGs were measured between a peak and adjacent trough of the waveform. Four mice per group and 300 reads per eye were recorded.

### RNA sequencing

Seven days after ONC, the injured retina of the mouse treated with DMSO or Sorbinil was dissected, and total RNA was extracted. This sample preparation was conducted in triplicates for both conditions. Sample preparation, library preparation, and quality control analysis were conducted by the Health Sciences Sequencing Core at Children’s Hospital of Pittsburgh. RNA quality was verified using Agilent Tapestation RNA and Qubit Fluorometric Quantification. Library preparation was conducted with the TruSeq Total RNA library kit (Illumina) using at least 1 μg of total RNA following the manufacturer’s instruction. Using NextSeq500 (Illumina), libraries were sequenced with 40 M reads per sample.

FASTQ files were analyzed using CLC Genomics Workbench v22 (QIAGEN Digital Insights). Raw sequencing reads were imported into CLC Genomics Workbench for RNA sequencing data analysis and computing differentially expressed (DE) genes between Sorbinil vs. DMSO after ONC. Quality check was performed on the imported reads. Adaptor sequences were trimmed, and reads were aligned to the GRCm39/mm39 version of the mouse reference genome using default settings. Quality check was performed on the mapped reads. 

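Among the 5 retinas used for the comparison, the first principal component of log2 CPM over the 14992 genes tested took 65.4% of the variance. Sorbinil replicate 1 scored 75.8 on it, while DMSO replicates 1, 2 and 3 scored -28.9, -18.5 and -7.64 and Sorbinil replicate 3 scored -20.7. The second component took 18.4% and set DMSO replicate 3 and Sorbinil replicate 3, at -25.3 and -22.4, apart from DMSO replicates 1 and 2, at 22.3 and 20.5. Neither component divided the retinas by treatment. Against the DMSO mean, 2605 genes were at least 2-fold lower in Sorbinil replicate 1 and 137 in Sorbinil replicate 3. Principal components over 5 retinas describe these retinas and carry no test.

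**Figure D3:**
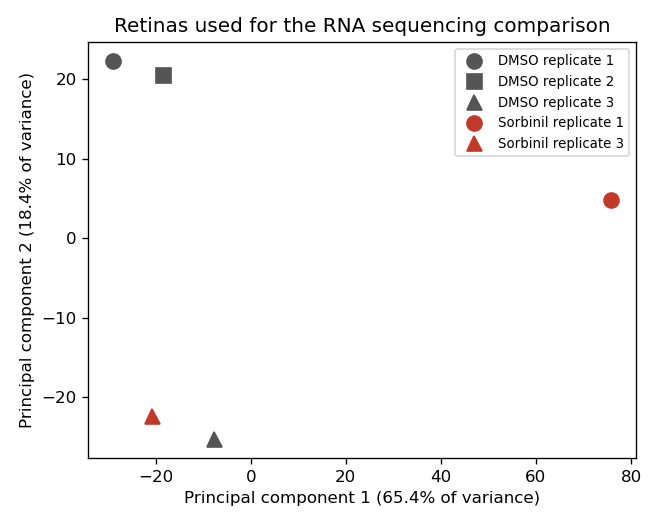
Scores of the 3 DMSO retinas (grey) and 2 Sorbinil retinas (red) on principal components 1 and 2 of log2 CPM over the genes tested. Sorbinil replicate 1 lies at 75.8 on the first component, and the other retinas lie between -28.9 and -7.64.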

Principal component analysis (PCA) of mapped reads led to the exclusion of an individual replicate from the Sorbinil group. Differential expression of genes between Sorbinil treatment vs. DMSO controls was determined if the *p-*value ≤ 0.1 and fold change is less than -2. Adjusted *p-*value was not used to compute DE genes^93^. 

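With the Benjamini-Hochberg adjustment over the 14992 genes tested, no gene had an adjusted p-value under 0.05, and the smallest was 0.758. An unadjusted p-value under 0.05 was reached by 751 genes. At an unadjusted p-value of at most 0.1 there were 1696 genes, 11.3% of those tested, where 1499 would be given by chance if no gene differed. Without the limit on the fold change, more of these genes were higher (1047) than lower (649) in the Sorbinil retinas. By the DESeq2 Wald test, 21 genes had an adjusted p-value under 0.05. On simulated data with each gene's dispersion as in these retinas, that test made 56 false calls beside 149 true ones. The simulated genes varied independently and no simulated retina was set apart as Sorbinil replicate 1 is, so these counts need not hold for the real retinas.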

Volcano plots were generated using CLC Genomic Workbench v22. Pathway enrichment analyses were performed on NIH Database for Annotation, Visualization, and Integrated Discovery (DAVID) 2021 (https://david.ncifcrf.gov) using the KEGG database. The Ingenuity Pathway Analysis (IPA) (QIAGEN Digital Insights) tool was also used on DE genes to identify statistically enriched biological pathways and functions. The RNA-Seq data is available at the Gene Expression Omnibus Web site (http://www.ncbi.nlm.nih.gov/geo/) under accession GSE200233.

### Statistical analysis

Results are shown as the mean ± SEM of at least three experiments. The exact number of mice used per experiment is highlighted in the figure legend. Data were analyzed using one-way ANOVA and post hoc t-test with Tukey correction and/or an unpaired t-test with *p *< 0.05 considered significant. Graphs were constructed using Prism 9 (GraphPad, La Jolla, CA).

## Supplementary Information

Supplementary Figure S1.

Supplementary Figure S2.

## Data Availability

The datasets generated and analyzed in this study are available upon request. Please contact the corresponding author.

# Supplementary material for: Aldose reductase inhibition decelerates optic nerve degeneration by alleviating retinal microglia activation
**Source:** Sci Rep. 2023 Apr 5;13:5592. doi: 10.1038/s41598-023-32702-5
**Supplement:** Supplementary file 1 — Supplementary Figure S1.

**A**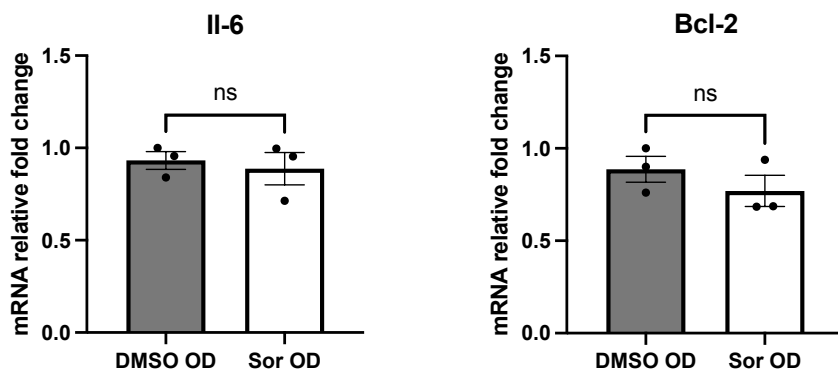

**Figure S1. Sorbinil treatment, in the absence of ONC, does not cause changes to inflammation related genes. (A)** Fold change expression of *il-6* between DMSO and Sorbinil treated retina 1 week after treatment. **(B)** Fold change expression of *bcl-2* between DMSO and Sorbinil treated retina 1 week after treatment.

# Supplementary material for: Aldose reductase inhibition decelerates optic nerve degeneration by alleviating retinal microglia activation
**Source:** Sci Rep. 2023 Apr 5;13:5592. doi: 10.1038/s41598-023-32702-5
**Supplement:** Supplementary file 2 — Supplementary Figure S2.

**A**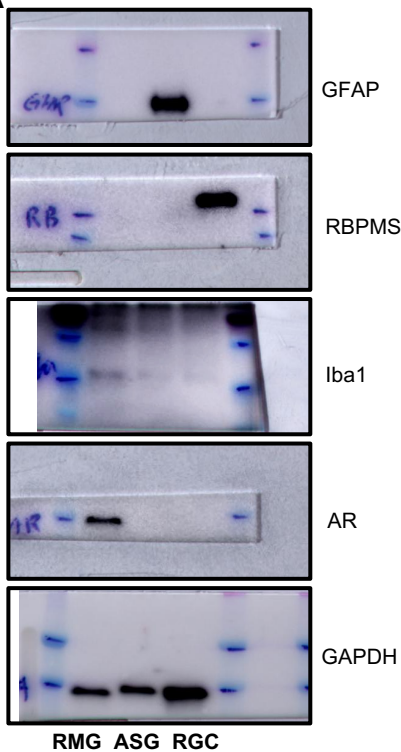**D**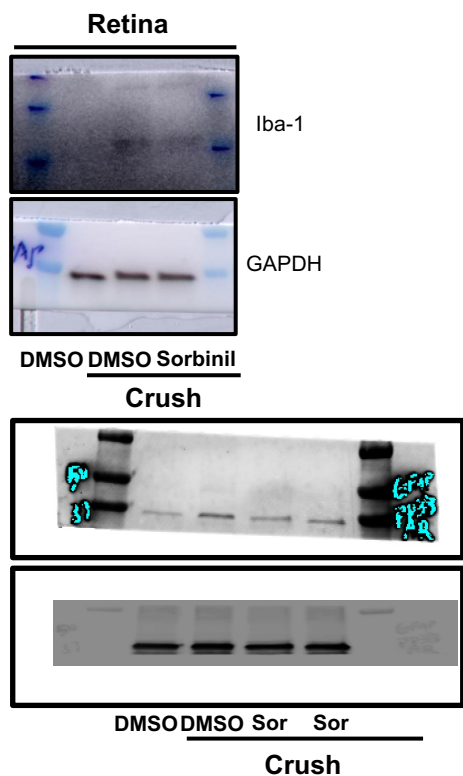**B**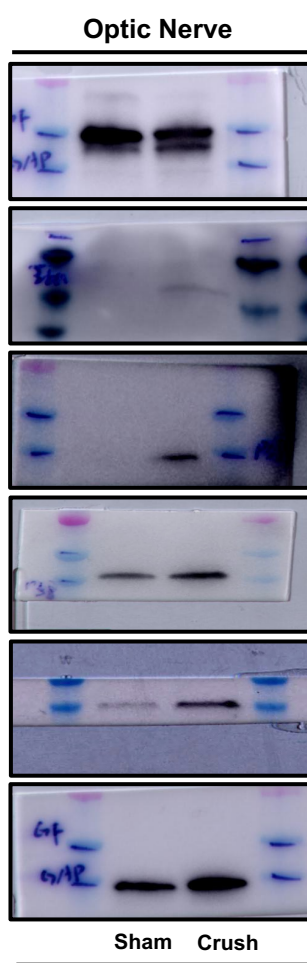**C**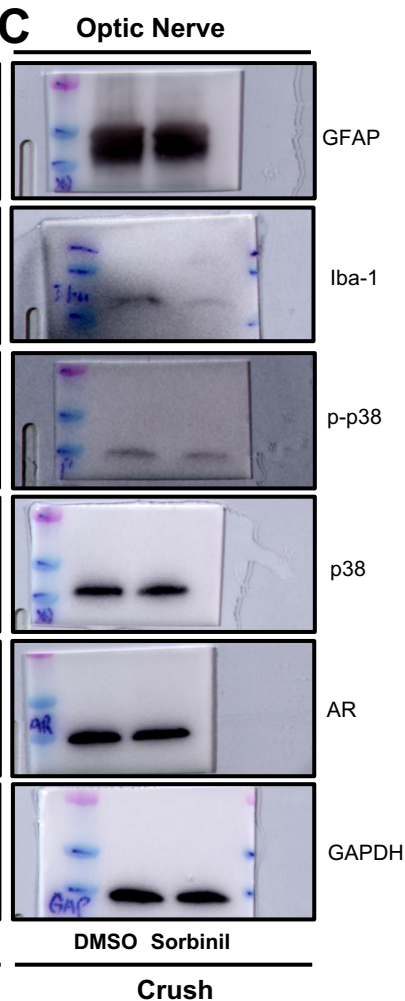

**Figure S1. Full length uncropped Western blots images. Membranes were cut to allow blotting for multiple antibodies. (A)** Full length image for figure 2A. **(B)** Full length image for figure 2B. **(C)** Full length image for figure 2C. **(D)** Full length image for figure 2E.

How the deposited data were processed for this re-analysis (not part of the article)

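RNA sequencing counts of injured mouse retinas, taken 7 days after ONC, were compared between 3 mice given DMSO and 2 given Sorbinil at 10 mg/kg. The authors trimmed and mapped the reads to GRCm39 in CLC Genomics Workbench and deposited whole-number total counts per gene, not normalized. The text of the paper does not name the annotation release, how reads on more than 1 gene were counted, or whether strand was used, and these steps are already in the counts. Each column was assigned to a retina by the name it shares with the sample labels, and 0 value columns were left out. Sorbinil replicate 2, which the authors excluded after PCA, was not analysed here.

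Totals per retina ran from 56096541 to 90288552 counts, with medians of 77411333 for DMSO and 62537229 for Sorbinil. A gene with 4 counts, such as Fas in Sorbinil replicate 1, is far less precise than a gene with many counts. Reads carry no molecular identifiers, so counting error is a lower limit of the error. Every pair of retinas differed by more than sampling noise (chi-square per degree of freedom of at least 25.5), so each was counted as 1 replicate.

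The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with filterByExpr by group (minimum count 10), scaled by TMM, and tested with glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment. The standard error given is the absolute log2 fold change divided by the square root of the F statistic. Genes were called at the paper's threshold, an unadjusted p-value of at most 0.1 and a change of at least 2-fold. Log2 CPM used a prior count of 2, and permutation tests of single genes used log2(CPM + 0.01) over all 10 groupings of the 5 retinas. A fold against a group at or under 3 counts is given as a bound. The genes named are those the paper names for the RNA sequencing, those of its protein and qPCR panels, and the 3 lower and 3 higher genes with the smallest adjusted p-value among genes with at least a 2-fold change and groups that do not overlap. Equal adjusted p-values were ordered by the unadjusted p-value. A gene of the protein and qPCR panels is not reported here.

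Of the gene lists, 21 were written before the counts were seen, and 4 lists of retinal neurons (amacrine, bipolar and horizontal cells and cones) were added afterwards. They were tested with camera (preset correlation 0.01), with fry and with an estimated correlation. Over-representation used Fisher's exact test against the 14992 genes tested. The Reactome sets of fgsea 1.28.0 were matched to gene symbols through a table of GRCm38 names, and between 93.8% and 99.4% of their gene IDs matched. Gene positions, length and GC content came from GENCODE vM39, in which 23524 of the 25655 symbols were found. Sex was read from 4 Y-linked genes.

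The alternatives were no filter on low counts, at least 10 counts in every retina, DESeq2 1.42.0 size factors, upper-quartile and library-size scaling, leaving out mitochondrially encoded and ribosomal RNA genes, edgeR's likelihood ratio test, the DESeq2 Wald test, the replicate number as a block, other thresholds, and leaving out each retina. A sex term and offsets for GC content and length were added after the counts were seen. The steps were tested on simulated data with each gene's dispersion as in the real retinas. Genes were drawn independently and no retina was set apart, so the numbers of calls need not carry over to the real retinas. In the simulated data, 200 of 14866 genes were changed. The quasi-likelihood test found 113 of them at an adjusted p-value under 0.05 with 10 false calls. At the paper's threshold it found 145 with 214 false calls. The DESeq2 Wald test found 149 with 56 false calls at the adjusted p-value, and 145 with 153 false calls at the paper's threshold.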

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

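The tests of the explanations here were chosen after the results were seen. No single retina was compared with its group, since groups of 3 and 2 are too small for it.

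Mitochondrially encoded genes, which the paper does not discuss, took a mean of 3.88% of the counts in the Sorbinil retinas (3.70% and 4.05%), compared to 2.39% in the DMSO retinas (1.94%, 2.66% and 2.55%). All 13 genes were higher in both Sorbinil retinas than in every DMSO retina, where chance separates the groups for 20% of genes, and the 13 genes are not independent. Their median log2 change was 1.12 in Sorbinil replicate 1 and 0.86 in Sorbinil replicate 3. The scaling does not account for it, since the median log2 fold change was at least 0.89 under the 4 scalings. Trends on GC content and length do not account for all of it, since 0.625 remained of a median of 1.00 after they were removed. In Sorbinil replicate 3, the rod list argues against a larger share of rods as the cause. Its median was -0.32 there (interquartile range -0.42 to -0.28), below the DMSO medians of -0.15 to 0.12, with 12 of 15 genes below every DMSO retina. The list does not exclude this cause, since values of 1 retina do not separate the share of cells from expression per cell. In Sorbinil replicate 1 the rod list rose to 0.56 along with the mitochondrially encoded genes, so that in this retina a larger share of rods cannot be told apart from other causes. The treatment remains an open explanation, and tissue handling was not tested.

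The list of endothelium and pericytes, a cell type the paper does not discuss, had a median log2 fold change of -0.98, and all 22 genes tested were lower. The adjusted p-value was 9.97e-15 by edgeR's camera with a preset correlation and 0.561 by fry. The median was -0.54 without Sorbinil replicate 1 and -1.96 without Sorbinil replicate 3. Against the DMSO mean it was -1.94 in Sorbinil replicate 1 and -0.54 in Sorbinil replicate 3, compared to -0.22 to 0.17 in the DMSO retinas. In Sorbinil replicate 3 the inner-retina lists were near level (median -0.046 over 74 genes), which argues against a smaller share of inner retina for that retina. In Sorbinil replicate 1 these lists fell along with the endothelial list, so the 2 cannot be told apart there. Fewer vessel cells, lower expression per cell and the treatment stay open.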

How the results depend on the processing

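Alternatives were set before the data were examined, except for the sex term and the GC and length offsets, which were chosen after seeing the data. The 257 called genes (203 lower, 54 higher) became 408 with no filter (115 higher), 148 with at least 10 counts in every sample (119 lower, 29 higher), and 728 with no filter and the likelihood ratio test (497 lower, 231 higher). With library size only, 33 genes were higher, and the median log2 fold change of all genes was -0.11 instead of -0.008. An unadjusted p-value of at most 0.05 left 168 genes (129 lower), and an adjusted p-value of at most 0.1 left 0 (0 lower, 0 higher), with 751 genes at an unadjusted p-value under 0.05. The other scalings and tests gave 235 to 291 genes, and lower genes outnumbered higher genes in the fits that called any at a change of at least 2-fold. With no fold limit, at an unadjusted p-value of at most 0.1, there were 649 lower and 1047 higher genes. The strict filter tests fewer genes (14131); the cause of the other changes was not tested.

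Across the fits that left out one DMSO retina, 164 (without DMSO replicate 1) to 298 genes were called, with 129 to 227 lower and 35 to 73 higher. Genes at least 2-fold lower, without a test, numbered 266, and 239 to 2929 across the fits that each left out one retina, the highest without Sorbinil replicate 3. Genes with adjusted p-values under 0.05 numbered 14 by the likelihood ratio test, 21 by the DESeq2 Wald test and 4 with the replicate block. There were none in the other fits where this was counted. It was not counted with no filter and the likelihood ratio test. Of the 203 lower genes, 202 were shared with the likelihood ratio test, 115 with the strict filter and 100 with the replicate block. The fits without DMSO replicates 1, 2 and 3 shared 114, 114 and 160 of them.

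DMSO and Sorbinil share only the numbers 1 and 3, and neither the paper nor the labels describe a pairing. The deviations of same-numbered retinas from their group means had correlations across genes of -0.24 and -0.12. These values cannot decide on a pairing, since the deviations of Sorbinil replicates 1 and 3 from their own mean are equal and opposite. The second principal component, the lens genes and the Y-linked counts each set both retinas numbered 3 apart. Whether the numbers pair the samples therefore stays open, and the main fit did not use them as pairs. With the replicate block, 203 genes were called, 153 of them lower, and 3 of the genes the paper names, Acvrl1, Cxcl12 and Tek, passed the threshold. The 4 genes with an adjusted p-value under 0.05 were Gm45808, H2bc24, Gm49450 and Gm42416, named after their values were seen.

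The cytokine (-0.36), cell adhesion (-0.28), Rap1 (-0.24) and microglia (-0.50) lists kept their direction but lost their significance under fry (adjusted p-value 0.561) and under camera with estimated correlation (0.679). They kept it under the other filters, DESeq2 size factors, library size only and left-out DMSO retinas, with adjusted p-values of at most 0.0251. Medians over the fits that each left out one retina ran from -0.95 to -0.068 for cytokines, -0.73 to 0.0035 for cell adhesion, -0.72 to 0.055 for Rap1, -0.21 to 0.020 for apelin, -0.59 to -0.079 for inflammatory mediators and -0.92 to -0.15 for microglia. In each, the value nearest 0 or above it was without Sorbinil replicate 1 and the lowest was without Sorbinil replicate 3. Among lower genes, the Rap1 odds ratio was 3.00 at p at most 0.05 and 1.63 with no fold limit, both past 0.05. With Reactome sets the odds ratios were 1.94 for cytokines, 2.12 for cell adhesion (a set of cell-cell communication) and 0 for Rap1 (15 genes). None of these was significant. The Reactome immune system set had 17 of 696 genes and an odds ratio of 1.9 (Fisher's exact test, p = 0.0137, adjusted p = 0.0822). The innate immune and hemostasis sets had odds ratios of 1.59 and 1.7 (Fisher's exact test, adjusted p = 0.194 for both). No apelin set was used.

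Some lists near 0 reversed. The surface epithelium list was -0.43 with the replicate block and -0.40 with the sex term; erythrocytes were 0.22 with no filter, 0.0057 with the block and 0.00028 with the offsets; immediate early genes were -0.079 with library size only; and Y-linked genes were 0.37 with the block and 0.32 with the sex term. Across the left-out fits the pigment epithelium list ran from -1.08 to 0.10, lens from -2.45 to 2.91, surface epithelium from -1.45 to 1.06, erythrocytes from -0.64 to 0.33, immediate early genes from -0.12 to 0.11 and Y-linked genes from -10.6 to 0.91. Among 11 single genes, 16 values lost the paper's threshold and 17 moved without a test. Over the 15 lists other than the pathway, inflammatory and microglia lists, 25 values were weaker, 8 stronger, 21 moved and 18 reversed. The sex term gave 307 called genes and the offsets 246. Low counts limit Fas, Il1rl2, Apoh, Tlr1 and Ltf most.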

Differences from the paper's values

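The paper reports 438 differentially expressed genes, compared to 257 here at the same threshold. The paper used CLC Genomics Workbench, whose test was not run here, and the 257 come from edgeR's quasi-likelihood test after a filter on low counts. Of the alternatives set before the data were examined, no filter on low counts (408) and leaving out DMSO replicate 3 (298) came within 1.5 times of the paper's number, and the others did not, ranging from 0 with an adjusted p-value of at most 0.1 to 728 with no filter and the likelihood ratio test. The paper's 302 lower genes lie within 1.5 times of the 203 found here.

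The paper states 40 M reads per sample, and the median total here was 63.5 M counts on genes. The alternatives do not change the totals.

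The paper lists Ltf among the lower genes. It was not tested after the filter on low counts, and its counts show only that it was at least 1.68-fold lower, which does not reach 2-fold. With no filter, and with no filter and the likelihood ratio test, the fitted value of Ltf passed the paper's threshold, but a fitted value against 0 and 1 counts is no bound on the change. The paper lists the apelin pathway as lower. Its genes were over-represented among the lower genes (odds ratio 5.14), while the list as a whole had a median log2 fold change of -0.08 and was not called by camera. The paper describes inflammatory response genes as lower, and here none of 26 inflammatory mediators passed the paper's threshold. Of 156 cytokine and receptor genes, 7 passed it as lower genes, 4 of them named by the paper, and 1 as a higher gene.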

Other observations

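The tests of the larger number of lower genes were set before the data were examined, apart from the count of list genes among the called genes and the splits by Sorbinil replicate 1, and the other tests in this part were chosen after the results were seen.

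Lower genes outnumbered higher ones at the paper's threshold (203 and 54). Of the 10 splits of the 5 retinas into 3 and 2, 2 gave at least 257 called genes, the real one included, and the other set DMSO replicate 3 and Sorbinil replicate 1 against the rest (386 genes). With 10 splits the share cannot fall below 0.1, so this cannot be told apart from a split by chance. The normalization does not account for the excess, since at least 79% of the calls were lower under 4 scalings, and 71.5% were with the offsets for GC content and length. Nor does 1 DMSO retina, since at least 129 genes were lower when each was left out. The excess went with Sorbinil replicate 1. Each of the 4 splits with it in the group of 2 had more lower than higher genes, while 4 of the 6 splits without it there had more higher genes. Against the DMSO mean, 2605 genes were at least 2-fold lower and 264 higher in Sorbinil replicate 1, compared to 137 and 117 in Sorbinil replicate 3. With no fold limit, at an unadjusted p-value of at most 0.1, more genes were higher (1047) than lower (649). Sex does not divide the retinas as the treatment does, since Y-linked counts were present in 1 of 2 Sorbinil retinas and in 2 of 3 DMSO retinas. The microglia list met the criterion set in advance for fewer microglia (median -0.50, with 25 of 26 genes lower), but not under fry, and 0 of its 26 genes were among the lower genes, where chance gives 0.352. A count this small decides nothing, so fewer microglia cannot be told apart from other causes of these calls. For tissue from outside the neural retina, 1 of 5 lists, pigment epithelium, was lower by camera with the preset correlation. Of 65 list genes, 1 was among the lower genes (0.88 by chance). In Sorbinil replicate 3 the fibroblast, pigment epithelium, lens, surface epithelium and muscle medians were 0.27, 0.17, 2.36, 0.93 and 0.45 against the DMSO mean. The median of the lower genes was -0.88 there, which argues against less outside tissue for that retina. In Sorbinil replicate 1 these list medians were -1.28, -0.90, -0.28, -1.06 and 0.31, so less outside tissue stays open there. Of 22 endothelial genes, 10 were among the lower genes (0.298 by chance), so fewer blood vessel cells may contribute to the calls, as may lower expression in those cells. Of these 10, Cdh5 and Cldn5 also belong to the cell adhesion list, and 0 were named by the paper. The most abundant genes of the list, Kdr and Flt1, fell less, with log2 fold changes of -0.34 and -0.69.

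Sorbinil replicate 1 lay apart from the other retinas. Its total of 61577775 counts lay within their range, which argues against library size. After trends on GC content and length were removed, 2048 of its genes were still at least 2-fold lower, compared to 2605 before, which argues against these trends as the whole cause. Across genes, which are not independent, its log2 changes had a Spearman correlation of -0.24 with GC content. The lists of ganglion, amacrine, bipolar and horizontal cells and of Müller glia had a median of -1.23 over 74 genes in this retina, with list medians of -1.22, -1.42, -1.08, -0.71 and -1.22. The rod and cone lists were at 0.56 and 0.45. A smaller share of inner retina in this sample may therefore explain part of its distance, as a hypothesis found and tested on the same data. Of the 74 genes, 2 were among the lower genes at the paper's threshold. An effect of treatment in this retina stays open, and it was not seen in Sorbinil replicate 3, where the median was -0.046.

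The second principal component set DMSO replicate 3 and Sorbinil replicate 3 apart. All 16 lens genes tested were higher in both than in the other 3 retinas, with a median log2 change of 2.98 and 2.36 against the DMSO mean, so lens tissue may have been carried into these samples. The most abundant of them, Cryaa, had 1517 counts in DMSO replicate 3 and 1140 in Sorbinil replicate 3, compared to 16, 16 and 48 in the others, so all 3 of those retinas held some counts of it too. The same 2 retinas had 2 and 4 counts on the Y-linked genes, where the others had 16268 to 17064. A split of the 5 retinas by these 2 gave 4 genes with an adjusted p-value under 0.05, the Y-linked Kdm5d, Eif2s3y, Uty and Ddx3y. With a sex term, 243 genes were lower and 64 higher.

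RNA of genes whose protein or mRNA the paper measured by other assays was also counted. Akr1b3, the symbol used for aldose reductase, had a log2 fold change of -0.42 (unadjusted p-value 0.025, adjusted p-value 0.758). The log2 fold changes of Aif1, which encodes Iba1, Cd68 and Gfap were -0.43, -0.50 and -0.68, with unadjusted p-values of 0.335, 0.236 and 0.186. In Sorbinil replicate 3 alone these were -0.034, -0.12 and -0.088 against the DMSO mean. Tnf, with 9, 6 and 2 counts with DMSO and 2 and 5 with Sorbinil, and Il6, with at most 2 counts, were not tested after the filter, and no difference was detectable at this depth. Rbpms and Tubb3 were at -0.75 and -0.31, and Mapk14 and Bcl2 at -0.10 and 0.24. Their unadjusted p-values were 0.133, 0.053, 0.365 and 0.102 (edgeR's quasi-likelihood test). In Sorbinil replicate 3 alone they were at -0.22, -0.19, -0.09 and 0.18 against the DMSO mean. The paper counted RBPMS-positive cells, stained βIII-Tubulin in the nerve and measured p38 phosphorylation, and its Bcl2 and Il6 values are from retinas without ONC. The RNA values here do not test those results. The ganglion cell list had a median log2 fold change of -0.64, with -1.22 in Sorbinil replicate 1 and -0.14 in Sorbinil replicate 3.

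The medians of the other lists depended on single retinas. Activated microglia, neutrophil and injury response lists had medians of -0.55, -1.01 and -0.39, and fibroblast, skeletal muscle, rod and erythrocyte lists -0.18, 0.14, 0.16 and -0.07. Without Sorbinil replicate 1 these medians were -0.14, -2.12, -0.155, 0.355, 0.51, -0.32 and 0.33 in the same order, and without Sorbinil replicate 3 they were -1.09, -3.93, -0.95, -1.34, 0.27, 0.55 and -0.64. Without DMSO replicate 2 the activated microglia, neutrophil and injury response medians were -0.196, -0.39 and -0.185, and these lists were no longer lower by camera. The neutrophil list holds only 4 genes tested, 1 of them at or under 3 counts in the Sorbinil retinas, so its fitted values are no bound. The pigment epithelium, Müller glia, lens, surface epithelium, immediate early and Y-linked lists had medians of -0.49, -0.52, 0.04, 0.04, 0.02 and -0.09, and the added amacrine, bipolar, horizontal cell and cone lists -0.55, -0.44, -0.27 and 0.14. Without Sorbinil replicate 1 the pigment epithelium and Müller glia medians were -0.0013 and -0.063, and without Sorbinil replicate 3 they were -1.08 and -1.23. Without DMSO replicate 3 the pigment epithelium median was 0.10. The lens, surface epithelium and Y-linked medians were 0.95, 0.71 and -10.6 without Sorbinil replicate 1 and -2.45, -1.45 and 0.91 without Sorbinil replicate 3, and the immediate early median ran from -0.12 without DMSO replicate 3 to 0.11 without DMSO replicate 2. In Sorbinil replicate 3 against the DMSO mean, the added lists were at 0.012, -0.023, 0.0029 and -0.22. Of the 21 lists, 11 were lower by camera with the preset correlation and 0 by fry, where 0 also had an unadjusted p-value under 0.05.

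By the rule for named genes, the lower genes were Gm49450, Arrdc2 and Ip6k3, with log2 fold changes of -4.34, -1.39 and -1.16, and the higher genes were Col5a3, Arid3c and Rspo2, with 1.79, 2.53 and 1.53. Their adjusted p-values were 0.758 by edgeR's quasi-likelihood test. By the likelihood ratio test, those of Gm49450, Arrdc2, Col5a3, Arid3c and Rspo2 were under 0.05, and that of Ip6k3 was not. By the DESeq2 Wald test, those of all but Arid3c were under 0.05. That test made 56 false calls beside 149 true ones on simulated data with independent genes. With the replicate block, only that of Gm49450 was. In the fits with a test they kept their call in each. Gm49450 overlaps Tuba1b and Tuba1a on the same strand, which averaged 62500 and 69400 counts, so its counts are uncertain. Arid3c lies within Il11ra1, which is on the opposite strand.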
